A study of Mus musculus with 19 samples.

How the data were processed

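The data were gene counts and transposable element (TE) counts of 19 mouse bone-marrow RNA-seq libraries in 6 groups. Myeloid cells sorted for CD11b (Cd11b in the group names) came from animals of 4 months (young) and of 18 months (old). LK cells, a progenitor and stem cell fraction that carries Kit and lacks lineage markers, came from animals of 18 months. Each of these 3 cell sets held libraries of Asxl1-mutant (MT) and wild-type (WT) animals. The young set had 3 MT and 4 WT libraries, and the old and LK sets each had 3 and 3. Groups and replicate numbers were taken from the sample labels. The labels give no sex, batch, run or date, and do not say whether replicates of a group are separate animals.

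For each library the authors deposited whole-number counts per gene symbol and whole-number counts per TE subfamily. A TE subfamily is a family of repeat copies named with its superfamily and class, as in L1MEi, L1, LINE. Per the labels' protocols, RNA was extracted with a column kit and turned into libraries with a directional (strand-keeping) kit. The aligner, the counting tool, the genome build, the annotation, the use of strand and the handling of reads with several matches are not stated there, nor is whether ribosomal RNA was depleted or poly(A) RNA selected. A count of a pseudogene, of a near-identical paralog, of overlapping genes or of a repeat subfamily can therefore hold shared reads. The deposited counts appear to be filtered per cell set, because each set lists its own genes and the smallest sum over the libraries of a set was 10 counts for genes and 2 for TE subfamilies. The young, old and LK sets listed 15703, 15070 and 15793 genes and 1066, 1025 and 1018 TE subfamilies. A comparison across sets used the genes or subfamilies listed in all of its sets. No mitochondrial gene was listed. The header of the TE counts of young MT replicate 3 carries a sample name of another form than the other libraries, and the library was used under its label.

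Gene counts summed to between 26251822 and 68260809 per library. Genes at 0 or at up to 3 counts in every library of a group were given as a bound, computed against a floor of 3 counts. Floors cover counting error only.

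Counts were tested with the quasi-likelihood test of edgeR 4.0.16 (filterByExpr on the groups, TMM factors, robust dispersion, R 4.3.3, statmod 1.5.0), with Benjamini-Hochberg adjustment over all genes or subfamilies tested. A gene or subfamily was called at an adjusted p under 0.05. The standard error of a log2 fold change is its size divided by the square root of the F statistic. TE counts took their library sizes and TMM factors from the gene counts of the same library, so that a general rise of TE transcripts would stay visible. In all, 7 comparisons were fitted for genes and for TE subfamilies, each on the libraries it compares: MT against WT in young, old and LK cells, the interaction of genotype with age in Cd11b cells, the interaction of genotype with cell type at 18 months, and old against young and LK against Cd11b cells among WT libraries. CPM in the text are gene or TE counts scaled with these library sizes and factors. The values of single libraries for Serinc3, Xist, Ddx3y and Malat1 are the exception. They are scaled with the gene counts of the library alone, without TMM factors. The share of TE transcripts is the TE counts per 1000 gene counts of a library, compared by a two-sided exact permutation test of the mean (scipy 1.17.1, numpy 2.4.6, pandas 2.3.3, Python 3.11.15). Sets were tested with fry on voom values (limma 3.58.1), directional and two-sided, with camera at an estimated correlation beside it. The sets were the TE classes LINE, SINE, LTR and DNA and 3 gene lists, namely interferon response, inflammatory signalling and the H3K9 heterochromatin machinery (writers, readers, erasers and silencing partners of histone H3 lysine 9 methylation). Lists of markers of blood cell types, of cell cycle genes and of ASXL and BAP1 partner genes described the libraries. Genes called in one MT against WT comparison were tested as sets of at least 10 genes in the others. Figures were drawn with matplotlib 3.10.9.

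These tests, the gene lists, the alternatives and the rule for naming genes were fixed before the data were examined. The rule names Asxl1, Ehmt1 and Ehmt2, the sorting markers Itgam and Kit, and sex-linked genes. It adds, per MT against WT comparison, the 5 called genes and the 5 called subfamilies with the largest log2 fold change in each direction, given an average of 50 counts in the higher group and no overlap between the groups. It adds up to 5 members of each list with an adjusted p under 0.05 over the list alone, and the 3 genes per direction with the smallest adjusted p in each interaction. Other genes are said to be chosen after their values were seen. For 2 genes that the rule names, the result is not reported here.

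The alternatives fixed in advance were RLE factors, no low-count filter, DESeq2 1.42.0, TE factors from TE counts, genes and TE in 1 fit, all 19 libraries in 1 fit, voom with sample weights, a 2-fold minimum, the 200 genes with the smallest p as sets, the TE share without haemoglobin genes or without satellite and RNA-derived entries, the replicate number as a block, and leaving out each library in turn. A further 4 were chosen after seeing the data: replicates 2 and 3 of each 18-month group summed to 1 library, a covariate for sex-linked expression in the young set, removal of a trend with transcript length and GC content per library, and entries not listed in a set taken as 0. Other splits of the libraries into groups of the same sizes were fitted, up to 100 per comparison. The closing section gives their effect.

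Chromosome, gene order, transcript length and GC content came from GENCODE M21 (GRCm38), matched by symbol for 16142 of 16842 symbols (95.8%). No coordinates are given, because the build of the counts is not stated.

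The edgeR step was tested on simulated counts drawn from the means and library sizes of the real libraries. With fold changes put into 198 genes of the LK fit, it called 155 of them and 112 of the 128 that changed 2-fold or more, and 19 of the unchanged genes among 13987 tested. In the old fit it called 114 of 129 genes changed 2-fold or more with 15 unchanged genes called, and in the young fit 118 of 131 with 13. All changed genes called numbered 154 in the old and 146 in the young fit. The share of unchanged genes among those called was thus over the threshold of 0.05 in each gene fit. For TE subfamilies changed 2-fold or more, it called 117 of 130 with 5 unchanged ones called (young), 121 of 127 with 3 (old) and 123 of 131 with 6 (LK). These simulated TE fits took library sizes and TMM factors from the TE counts. The scaling to gene counts of the main TE fits was therefore not tested. Of 200 simulated lists with no change, 9 had a fry p under 0.05. Replicates of each group were compared with a chi-square statistic over genes with at least 20 counts, to look for a library present more than 1 time.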

Results

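Gene and transposable element (TE) transcripts were counted in 19 libraries of mouse bone-marrow cells. The animals were wild type (WT) or carried a mutation of Asxl1 (MT), a chromatin regulator gene that is often mutated in clonal hematopoiesis and in chronic myelomonocytic leukemia. The series asks what the mutant protein does together with the histone methyltransferases encoded by Ehmt1 and Ehmt2, in particular to heterochromatin. Myeloid cells sorted for CD11b were sampled at 4 months (young; 3 MT and 4 WT libraries) and at 18 months (old; 3 and 3). LK cells, which are lineage-negative, Kit-positive progenitors, were sampled at 18 months (3 and 3). Gene counts per library ranged from 26251822 to 38347903 in the young set, from 41909460 to 68260809 in the old set and from 31853263 to 59882448 in the LK set. TE counts ranged from 3370285 to 4438906, from 1400436 to 2305226 and from 1021701 to 1910545.

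The level of Asxl1 was read first. In young Cd11b cells Asxl1 was at 201.8 ± 1.42 CPM in MT (SD, n = 3; 200.7 to 203.4) and 221.5 ± 14.6 in WT libraries (SD, n = 4; 203.0 to 235.1), a log2 fold change of -0.13 with an edgeR adjusted p of 0.999. In old Cd11b cells it was at 236.0 ± 4.11 CPM in MT (SD, n = 3; 233.3 to 240.7) and 237.5 ± 10.4 in WT (SD, n = 3; 228.5 to 248.8), with a log2 fold change of -0.01 and an edgeR adjusted p of 0.939. In LK cells it was at 116.0 ± 4.63 CPM in MT (SD, n = 3; 112.0 to 121.1) and 140.9 ± 9.94 in WT (SD, n = 3; 129.6 to 148.2). The LK log2 fold change was -0.28 ± 0.06 (SE; edgeR adjusted p 0.0119), and over its 12 alternatives the adjusted p ran from 0.000181 to 0.202, under 0.05 in 5. Total Asxl1 counts do not tell mutant from wild-type transcripts, so they do not test the labels. Ehmt1 differed by -0.20 ± 0.05 on the log2 scale in LK cells (edgeR adjusted p 0.0256; 0.00078 to 0.522 over its alternatives) and by 0.02 and 0.04 in young and old Cd11b cells (adjusted p 0.999 and 0.750). Ehmt2 changed by -0.10, -0.05 and -0.07 in young, old and LK cells (edgeR adjusted p 0.999, 0.723 and 0.171). Of the sorting markers, Itgam, which encodes CD11b, showed no called difference in any of the 3 sets (-0.02, -0.01 and 0.51, edgeR adjusted p 0.999, 0.953 and 0.174). Over its 12 alternatives in LK cells the adjusted p of Itgam ran from 0.00287 to 0.603, under 0.05 in 2. Kit was lower in LK MT cells (-0.26 ± 0.08, edgeR adjusted p 0.0362; 0.0041 to 0.329 over its alternatives). The trend of LK fold changes with transcript length, described below, bears on these LK values. With the length and GC trend removed the LK changes shrank to -0.07 for Asxl1 (edgeR adjusted p 0.137), -0.03 for Ehmt1 (0.522) and -0.13 for Kit (0.149).

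Replicates were compared before they were used. In each of the 4 groups of 18-month animals, replicates 2 and 3 differed by a chi-square of 3.02 to 6.74 per degree of freedom over genes, against 14.6 to 47.6 for the 8 pairs that include replicate 1. All 9 pairs of young replicates lay between 11.04 and 76.3. Replicates 2 and 3 differed by more than sampling noise and were kept as separate replicates, as labelled. The numbers of calls in the 18-month comparisons rest on this. With replicates 2 and 3 of each group the LK fit called 8525 genes, and with replicates 1 and 2, or 1 and 3, it called 6 genes in each case. The same 3 fits called 5165, 2 and 3 genes in old Cd11b cells. Fits with replicate 1 held 2854 and 2696 LK genes at an unadjusted p under 0.05, and 725 and 708 old Cd11b genes. Chance gives 706 and 670 in the fits of all 3 replicates, so a clear excess remained in LK cells only.

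**Figure D1:**
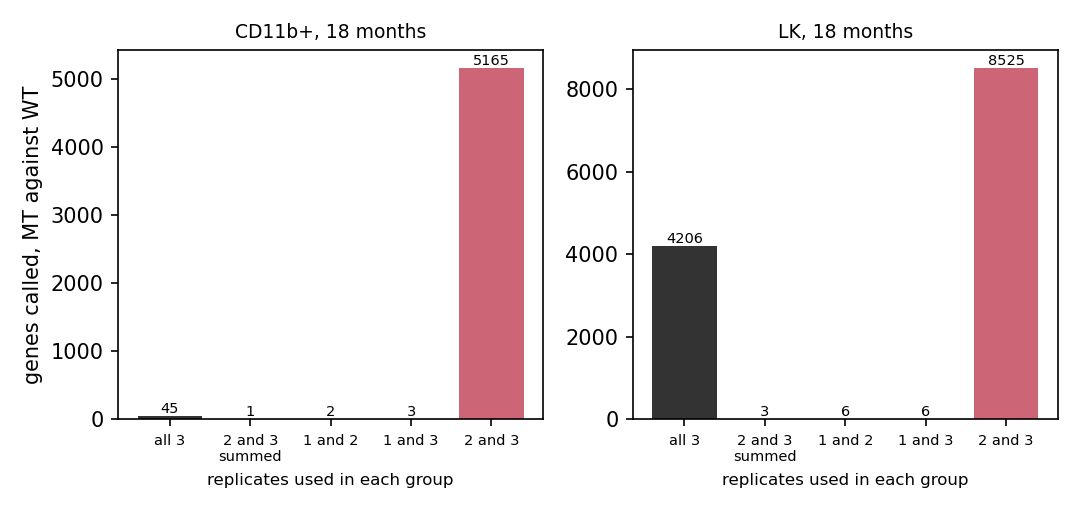
Genes called between MT and WT libraries (bars; number of genes at an edgeR adjusted p under 0.05) in old Cd11b cells (left) and LK cells (right), for fits with all 3 replicates per group, with replicates 2 and 3 summed to 1 library, and with each pair of replicate numbers. Fits that hold replicates 2 and 3 as the only libraries called 5165 and 8525 genes, and fits that pair replicate 1 with another called between 2 and 6.

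The first comparison asked whether TE transcripts as a whole differ with the mutation. The TE share in young Cd11b cells was 129.7 ± 18.3 TE counts per 1000 gene counts in MT (SD, n = 3) and 131.6 ± 25.9 in WT libraries (SD, n = 4; two-sided exact permutation p 0.914, smallest possible 0.0571). In old Cd11b cells it was 34.5 ± 0.129 in MT and 34.5 ± 1.65 in WT (SD, n = 3 each; exact permutation p 1). In LK cells it was 32.3 ± 0.390 in MT and 31.5 ± 1.13 in WT (SD, n = 3 each; exact permutation p 0.5). The smallest exact permutation p that 3 against 3 libraries allow is 0.1, and all 3 adjusted values were 1. No difference exceeded the spread between replicates. The young difference of -1.84 became 10.7 without WT replicate 4 and -12.1 without MT replicate 3, the 2 young libraries with the highest share. The old difference of -0.05 became 0.90 without WT replicate 1, and the LK difference of 0.75 became 0.10 without WT replicate 1 and 1.12 without WT replicate 2. Young and old libraries lay far apart, at 114.0 to 169.1 against 33.4 to 36.4.

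**Figure D2:**
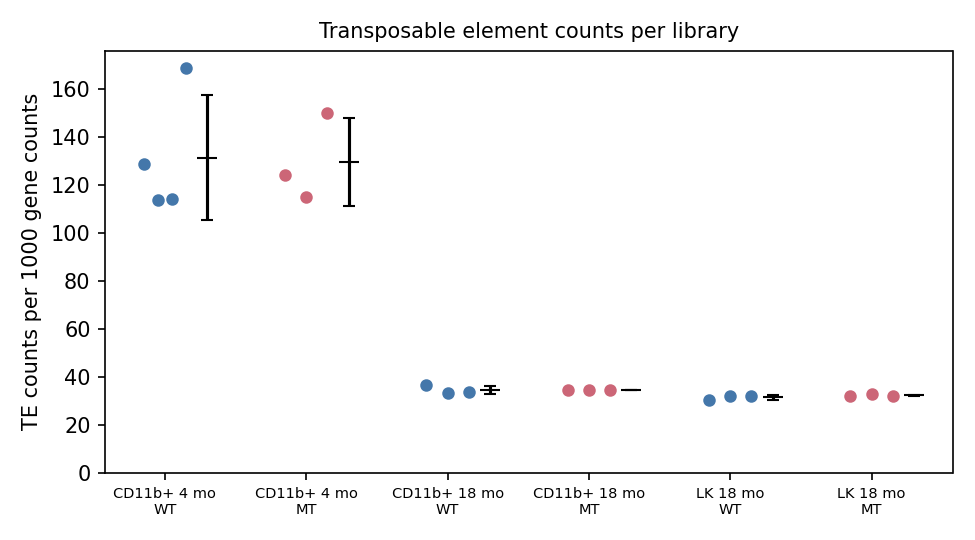
TE counts per 1000 gene counts (vertical axis, from 0) of each library (points; WT blue, MT red) in the 6 groups, with the group mean and SD (black bars; n = 3, or 4 for young WT). MT and WT points overlap in each cell set, and the young libraries lie between 114.0 and 169.1, above all 18-month libraries.

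Single TE subfamilies were tested next, relative to the gene counts. In young Cd11b cells 0 of 974 subfamilies were called, with 6 at an unadjusted p under 0.05 where 49 would arise by chance. With the covariate for sex-linked expression 2 were called and 37 had an unadjusted p under 0.05, and voom with sample weights called 10. In old Cd11b cells 4 of 873 were called. L1MEi (LINE) rose from 0.769 ± 0.310 to 1.77 ± 0.145 CPM (log2 fold change 1.15 ± 0.22, edgeR adjusted p 0.0239) and RMER17C-int (LTR) by 0.71 ± 0.11 (adjusted p 0.00709). IAPEY4_LTR fell by 1.04 ± 0.21 (adjusted p 0.0345) and ORR1A0-int by 0.41 ± 0.06 (adjusted p 0.00709). Without WT replicate 1 the old fit called 134 subfamilies, and without MT replicate 1, 2 or 3 it called 0, with 98, 57 and 48 at an unadjusted p under 0.05. In LK cells 163 of 814 subfamilies were called, 124 higher and 39 lower in MT, and 13 of them differed 2-fold or more. The sum of replicates 2 and 3 also gave 13 calls, 12 of them shared with the 163, and the fit of all 19 libraries gave 21. The number moved to 41 without WT replicate 2, 52 without MT replicate 2, 56 without WT replicate 3, 86 without MT replicate 3 and 262 without WT replicate 1. With factors taken from the TE counts themselves, 116 subfamilies were called, 60 higher and 56 lower.

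The largest rises in LK MT cells that met the naming rule were all of LTR subfamilies. LTR50 rose from 0.663 ± 0.108 to 1.60 ± 0.275 CPM (SD, n = 3 each; log2 fold change 1.26 ± 0.21, edgeR adjusted p 0.000532). LTRIS3 (0.98 ± 0.24), RLTR10D (0.94 ± 0.20), RLTR12H (0.86 ± 0.21) and SRV_MM-int (0.83 ± 0.20) followed, with edgeR adjusted p of 0.0491, 0.00361, 0.00698 and 0.0234. The largest falls were of Zaphod2 (-1.32 ± 0.28, DNA class), RLTR48B (-0.93 ± 0.13), MMTV-int (-0.75 ± 0.12), MLTR12 (-0.70 ± 0.17) and Kanga1c (-0.70 ± 0.15, DNA class), with edgeR adjusted p of 0.0112, 7.77e-05, 0.000323, 0.00692 and 0.00397. All of these separated the 3 MT from the 3 WT libraries. The naming rule requires this, so the separation is no further evidence. Copies of a subfamily share sequence to a degree that was not examined here, so a count can hold reads of related copies.

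Whole TE classes were tested as sets of subfamilies, each with the same weight. In LK cells the median log2 fold change was 0.18 for LINE (103 of 137 subfamilies higher; fry adjusted p 0.0857 over 12 tests, 0.0119 to 0.504 over its alternatives) and 0.09 for LTR (307 of 495 higher; fry adjusted p 0.0857, 0.0285 to 0.991). The LINE set passed the threshold with factors from the TE counts (median 0.10, fry adjusted p 0.0128) and, like the LTR set, without WT replicate 1 (median 0.09 and fry adjusted p 0.0119 for LINE, 0.07 and 0.0285 for LTR). SINE and DNA medians in LK cells were -0.03 and -0.03 (fry adjusted p 0.994 for each), and without WT replicate 1 the DNA set passed in the other direction (median -0.13, fry adjusted p 0.0119, 0.0119 to 0.996 over its alternatives). The sums of counts, which abundant subfamilies dominate, went against the medians for LTR and SINE in LK cells. LTR counts per 1000 gene counts were lower in MT (10.12 to 10.20) than in WT libraries (10.53 to 11.69) and SINE counts were higher (12.81 to 13.35 against 11.46 to 12.45). LINE counts were higher, as their median (7.84 to 8.08 against 6.79 to 7.17), and DNA counts overlapped (0.818 to 0.830 against 0.765 to 0.868). Of unchanged sums 10% would separate the groups by chance. In young Cd11b cells the LINE, SINE, LTR and DNA medians were 0.01, -0.04, -0.02 and -0.05, and in old Cd11b cells -0.01, 0.02, -0.06 and 0.07, with fry adjusted p of 0.504 or more. Without old WT replicate 1 the old SINE and DNA sets passed (medians 0.08 and 0.17, fry adjusted p 0.04285 for each, up to 0.994 over their alternatives). No class had a camera adjusted p under 0.9.

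Genes were compared between MT and WT within each cell set. In young Cd11b cells 0 of 13755 genes were called, with 444 at an unadjusted p under 0.05 against 688 by chance. MT replicate 3 and WT replicate 4 differed together from the other young libraries, which widens the spread within both groups. With a covariate for sex-linked expression, chosen after seeing the data, 7 genes were called and 976 had an unadjusted p under 0.05. DESeq2 called 20 young genes, the replicate block 16, voom with sample weights 7 and the fit of all 19 libraries 5. In old Cd11b cells 45 of 13398 genes were called, 17 higher and 28 lower, 7 of them by 2-fold or more, and 2230 had an unadjusted p under 0.05 against 670 by chance. Among the alternatives to this number, voom with sample weights called 4247 genes and DESeq2 511. The sum of replicates 2 and 3 called only 1, which is not among the 45. The replicate block called 0, with 1656 at an unadjusted p under 0.05. The fit of all 19 libraries called 38 genes with the split reversed, 25 higher and 13 lower, and 17 of them are shared with the 45. Leaving out WT replicate 1 gave 1819, leaving out MT replicate 1 gave 310, leaving out WT replicate 2 or 3 gave 4, and leaving out MT replicate 2 or 3 gave 0, with 1209 and 1278 genes at an unadjusted p under 0.05. In LK cells 4206 of 14113 genes were called, 1960 higher and 2246 lower. The median size of their log2 fold change was 0.28, and 134 changed 2-fold or more (76 higher, 58 lower). With replicates 2 and 3 summed 3 genes were called in LK cells, all among the 4206, and 2914 had an unadjusted p under 0.05. The replicate block called 3 LK genes, with 4853 at an unadjusted p under 0.05. Leaving out LK WT replicate 2 gave 983 genes, MT replicate 2 991, WT replicate 3 1074 and MT replicate 3 1185, while leaving out WT replicate 1 gave 5569. Across genes, the log2 fold change in LK cells had a Spearman correlation of -0.47 with transcript length, against 0.20 in old and 0.06 in young Cd11b cells. Genes are not independent replicates, and with that trend and the GC trend removed 2944 genes were called in LK cells, 2173 of them shared with the 4206.

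In old Cd11b cells the largest rises that met the naming rule were of Foxq1 (log2 fold change 1.42 ± 0.19, from 1.21 to 3.24 CPM), Tgif2 (1.34 ± 0.13, from 2.03 to 5.15), Flt1 (1.01 ± 0.09, from 4.48 to 9.05), Nfatc2 (0.93 ± 0.09, from 7.02 to 13.4) and Ccrl2 (0.88 ± 0.09, from 10.2 to 18.8). Their edgeR adjusted p were 0.0282 for Foxq1 and 0.0159 for the other 4. The largest falls were of Eml1 (-1.36 ± 0.19, edgeR adjusted p 0.0315), Rps4y2 (-1.18 ± 0.13, 0.0164), Camkk1 (-1.10 ± 0.13, 0.0230), Prok2 (-1.07 ± 0.13, 0.0223) and Gm10052 (-0.77 ± 0.11, 0.0402). Counts of Rps4y2, a close relative of the X-linked ribosomal protein gene Rps4x, and of Gm10052, a predicted gene, can hold reads of related sequences. The gene with the smallest p in both the old and the LK comparison, Serinc3, lies outside the largest changes and was chosen after its values were seen. Its log2 fold change was -0.51 in old Cd11b cells (edgeR adjusted p 0.00476), -0.99 in LK cells (0.000194) and -0.46 in young Cd11b cells, where its unadjusted p was 0.00297 and it was not called. Serinc3 lies on chromosome 2, as does Asxl1.

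**Figure D3:**
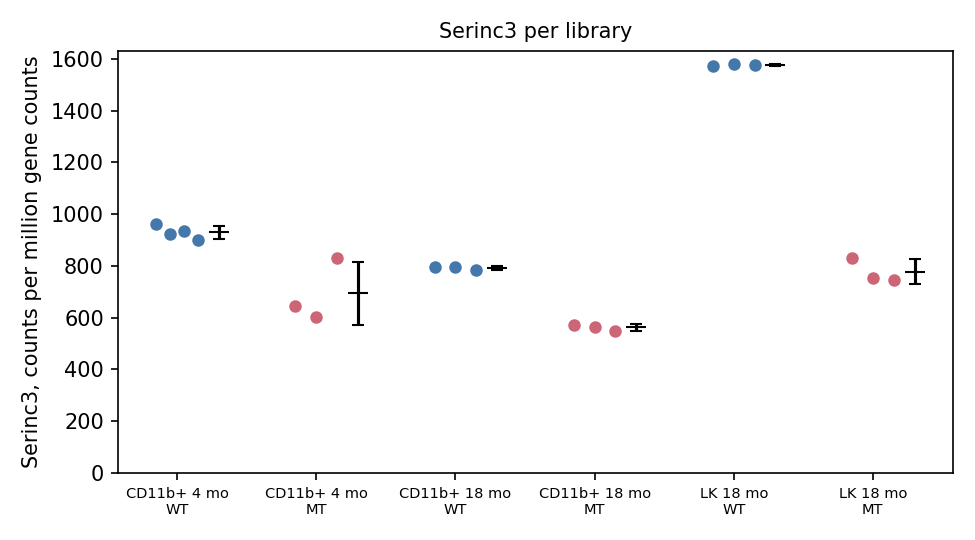
Serinc3 in each library (points; WT blue, MT red; vertical axis, CPM relative to gene counts without TMM factors, from 0) in the 6 groups, with the group mean and SD (black bars). Old MT libraries lay at 549.0 to 573.3 against 782.5 to 796.9 in old WT, LK MT at 745.1 to 832.4 against 1571.8 to 1579.5 in LK WT, and young MT at 603.5 to 832.2 against 900.3 to 960.5 in young WT.

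In LK cells Gm6334 had 0 counts in all 3 WT libraries and 1.63 ± 0.05 CPM in MT libraries (SD, n = 3), at least 22.98-fold higher than the floor of 3 counts (edgeR adjusted p 0.00376). Olfm4 (log2 fold change 2.53 ± 0.41, from 1.13 to 6.68 CPM, edgeR adjusted p 0.00797), Hspb1 (2.34 ± 0.52, 0.0147), Myh7b (1.92 ± 0.36, 0.00944) and Itgb2l (1.89 ± 0.53, 0.0483) were the next largest rises. Among the largest falls were those of Gm5424 (-4.25 ± 1.12, edgeR adjusted p 0.0372), Gm15421 (-2.88 ± 0.16, 0.000304), Gm4759 (-2.31 ± 0.58, 0.0238) and Gm5506 (-1.90 ± 0.59, 0.0457). The predicted genes among them (Gm6334, Gm5424, Gm15421, Gm4759 and Gm5506) can share reads with related genes and are uncertain. Ddx3y, on the Y chromosome, was at 61.7 ± 1.42 CPM in MT and 80.0 ± 8.91 in WT LK libraries (SD, n = 3 each; log2 fold change -0.37 ± 0.08, edgeR adjusted p 0.0118), and in old Cd11b cells it changed by 0.06 (adjusted p 0.461). Among young libraries, Xist was at 0 to 0.305 CPM and Ddx3y at 103 to 109 (without TMM factors) in MT replicate 3 and WT replicate 4, the reverse of the other 5 young libraries. Xist had a log2 fold change of -0.17 ± 2.40 there (edgeR adjusted p 0.999).

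The 3 gene lists addressed heterochromatin and the responses that TE transcripts can set off. The H3K9 heterochromatin machinery was lower in LK MT cells, with a median log2 fold change of -0.18 and 29 of 30 genes lower (fry adjusted p 0.0199 over 9 tests). Over the 11 alternatives the adjusted p ran from 0.000926 to 0.261 and was under 0.05 in 4. It was 0.226 with replicates 2 and 3 summed, and it was over 0.05 in the 5 fits that left out an LK library other than WT replicate 1 (0.0778 without MT replicate 1, 0.154 without WT replicate 2). The camera test, with its estimated correlation, gave p 0.0828 (adjusted 0.482), and no set passed under camera after adjustment. Of the 30 genes, 23 were called when adjusted over the list alone and 20 when adjusted over all genes tested. The 5 with the smallest p were Morc2a (-0.29 ± 0.05), Smarcad1 (-0.33 ± 0.05), Dnmt1 (-0.37 ± 0.06), Wiz (-0.28 ± 0.05) and Mphosph8 (0.35 ± 0.07), the only member that rose, with edgeR adjusted p over all genes from 0.00693 to 0.00940. With the length and GC trend removed Wiz was not called (-0.09, edgeR adjusted p 0.1065; 0.00012 to 0.186 over its alternatives). In old and young Cd11b cells the list had medians of 0.05 and -0.01 (fry adjusted p 0.324 and 0.627), with 0 members called over the list alone or over all genes.

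The inflammatory list had a median of 0.23 in old Cd11b cells (20 of 24 higher; fry adjusted p 0.130), 0.10 in LK cells (16 of 23 higher; 0.123) and -0.12 in young Cd11b cells (8 of 24 higher; 0.627). The fry adjusted p was under 0.05 without WT replicate 1, at 0.0104 in old cells (median 0.31) and 0.0372 in LK cells (median 0.12). Adjusted over the list alone 9, 4 and 1 members were called in old, LK and young cells, and over all genes 1, 5 and 0. In old cells the 5 members with the smallest p were Tnf (0.30 ± 0.04, edgeR adjusted p over all genes 0.0315), Ccl5 (0.77 ± 0.15, 0.0736), Ccl3 (0.41 ± 0.11, 0.144), Osm (0.39 ± 0.11, 0.172) and Zfp36 (0.37 ± 0.11, 0.180). In LK cells Zfp36 (0.40 ± 0.04), Cd14 (0.87 ± 0.24) and Tnf (0.35 ± 0.10) rose and Il6 (-0.86 ± 0.24) fell, with edgeR adjusted p from 0.00561 to 0.0336. With the length and GC trend removed Tnf (0.20, edgeR adjusted p 0.147; 0.0163 to 0.297 over its alternatives) and Cd14 (0.73, 0.0550; 0.000573 to 0.259) were not called in LK cells. Nfkbiz fell in young cells (-0.34 ± 0.08, adjusted p over all genes 0.837). The interferon list had medians of 0.00, 0.02 and -0.12 in old, LK and young cells (fry adjusted p 0.973, 0.973 and 0.627), and its old and LK medians changed sign between fits that left out 1 library (-0.08 without MT replicate 1 and 0.09 without WT replicate 1 in old cells, -0.09 without MT replicate 1 and 0.12 without MT replicate 3 in LK cells). Adjusted over the list alone 2, 2 and 0 of 29 members were called, and over all genes 0, 7 and 0. Among those called over the list alone were Isg15 (-0.31 ± 0.07) in old cells and Ifit2 (-0.28 ± 0.05) and Irf7 (-0.33 ± 0.08) in LK cells, with edgeR adjusted p over all genes of 0.0917, 0.00850 and 0.0192.

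Whether the MT against WT difference itself changed with age or cell type was tested with interaction terms. Between young and old Cd11b cells it differed for 3 of 14024 genes, Camkk1 (-1.57 ± 0.19), Fam20c (-1.07 ± 0.15) and Tmem51 (-0.84 ± 0.12), each lower in old than in young (edgeR adjusted p 0.0126, 0.0239 and 0.0239), and for 0 of 971 TE subfamilies, with 25 at an unadjusted p under 0.05. DESeq2 called 66 genes here, the sum of replicates 2 and 3 called 3, of which only Camkk1 is shared (edgeR adjusted p 0.119 for Fam20c and 0.138 for Tmem51), and fits that each left out 1 library called between 0 and 39 genes. The number was 0 without young MT replicate 2, young WT replicate 3 or old MT replicate 2 (847, 933 and 719 at an unadjusted p under 0.05), 19 without young MT replicate 3 and 39 without young WT replicate 4. Between LK and old Cd11b cells the difference itself differed for 2904 of 13996 genes, 1230 with a higher and 1674 with a lower value in LK cells, and for 111 of 889 TE subfamilies (88 and 23). With replicates 2 and 3 summed both numbers were 0 (1803 genes and 148 subfamilies at an unadjusted p under 0.05), without any 1 library numbered 2 or 3 the fits called 1129 to 1569 genes (lowest without LK WT replicate 2), and without old WT replicate 1 they called 4168. The subfamilies called were 53 without old MT replicate 3, 62 without old WT replicate 3, 174 without old WT replicate 1 and 170 without LK WT replicate 1. With factors from TE counts, 62 subfamilies were higher and 45 lower. The replicate block called 0 genes, with 4076 at an unadjusted p under 0.05, and 83 subfamilies. The named genes were Map1lc3a (1.07 ± 0.12), Cd9 (0.49 ± 0.06) and Rpl35 (0.93 ± 0.11), with a higher value in LK cells, and Tgif2 (-1.28 ± 0.15), Nipa1 (-1.30 ± 0.15) and Flt1 (-1.27 ± 0.15), with a lower value, each at an edgeR adjusted p of 0.00308. The H3K9 heterochromatin list differed between LK and old Cd11b cells by a median of -0.25 (29 of 30 lower; fry adjusted p 0.00310 over 6 tests, camera adjusted p 0.215).

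Genes called in one comparison were then tested as sets in the others, which use separate libraries. The 17 genes higher in old MT cells had a median log2 fold change of 0.25 in young cells (11 of 17 higher; fry adjusted p 0.00642 over 8 tests), and the 16 tested in LK cells a median of 0.11 (11 of 16 higher; 0.0241). The camera test gave an unadjusted p of 0.00259 in young and 0.399 in LK cells. With the 200 genes of smallest p as sets, these values fell to 0.01 (fry adjusted p 0.720) and 0.08 (0.0903). The other 6 sets had fry adjusted p between 0.205 and 0.975. Across genes, log2 fold changes had Spearman correlations of 0.02 between young and old, -0.02 between young and LK and -0.09 between old and LK cells, and 10 genes were called in both old and LK cells.

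Among WT libraries, 10027 of 13719 genes were called between old and young Cd11b cells (4959 higher and 5068 lower in old) and 880 of 962 TE subfamilies (19 higher and 861 lower). The split of TE subfamilies followed the scaling. The median of all subfamilies was -2.12 on the log2 scale relative to gene counts and -0.03 with factors from the TE counts, where 366 were higher and 384 lower. Rn45s, the ribosomal RNA precursor, took 5.45% to 10.5% of gene counts in young libraries, and its log2 fold change in old libraries was -6.87. The ages also differed in part in sex-linked expression, although young WT replicate 4 expressed Y-linked genes as the old libraries did. An effect of age and an effect of library type cannot be told apart in this comparison. Between LK and Cd11b cells at 18 months, 11901 of 13710 genes were called (6188 higher and 5713 lower in LK) and 739 of 857 subfamilies (45 higher and 694 lower with a median of -1.27, or 270 and 272 with a median of 0.01 with factors from the TE counts). Fits that each left out 1 library called between 9147 and 10325 genes for age and between 11470 and 11996 for cell type.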

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

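In this part, the test of call rates among genes lower in Cd11b than in LK cells, the test on SINE subfamilies and the test on RNA without a poly(A) tail were chosen only after the result was seen, and the reading of the SINE test was changed to undecided after its value was seen. The other tests were chosen before their value was known.

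In the young WT group, replicate 4 stood apart from the other libraries for Ddx3y, a Y-linked gene. Ddx3y was at 108.7 CPM in that library and at 0 to 0.0369 CPM in the other 3, a gap of 0.9997 of the range of the group, above the critical value of Dixon's test. Of 16 values tested in this way 1 passed, and chance gives 0.8. The same library had Xist at 0.305 CPM, and young MT replicate 3 had the same pattern, with Ddx3y at 102.7 CPM and Xist at 0. All 18-month libraries expressed the Y-linked genes. These values may reflect the sex of the animals, which the labels do not give. Sex-linked genes alone do not account for the pair: a term for it was called for 2730 of 13755 genes, and 96.8% of the 2661 with a known chromosome lay on autosomes (86 on X or Y). The deviations of the pair from their group means had a correlation of 0.68 across genes. What stays open is another difference that coincides with sex in this set, such as litter or preparation day, or an effect of sex on autosomal genes. No biological explanation was tested, because the design names no sex.

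The MT against WT difference was not the same in LK and old Cd11b cells for 2904 genes, by a test of the difference itself. Of 100 splits of the libraries within each cell type, 2 gave as many genes, the real one included. Splits that part replicates 2 and 3 of a group, which lie close together, can lose calls for that reason alone. The small share of splits therefore does not argue against the grouping of libraries as a cause. A difference in depth does not account for the LK calls, since 3934 genes were called after each library was thinned to the smallest total. Removing a trend with transcript length and GC content per library left 2944 LK calls, 2173 of them shared with the 4206. This argues against the trend as the whole cause of the LK calls. Depth and the trend were not tested on the 2904 genes of the interaction itself. At the median implied share, 0.664% of the RNA, mature myeloid cells would move genes lower in Cd11b than LK cells by -0.01 at most. The upper quartile of that share was 1.13%, for which no limit was computed. Of the genes lower in Cd11b 29.8% were called in LK cells, against 31.8% of other genes. Those of them called lower had a median log2 fold change of -0.28. Several technical candidate explanations stay open. Handling, more RNA without a poly(A) tail and more nuclear RNA in LK MT libraries are described below. A further candidate is the replicate structure. Fits of 2 against 2 LK libraries called at most 6 genes when replicate 1 was in both groups, with 2854 and 2696 at an unadjusted p under 0.05. With replicates 2 and 3 summed the interaction called 0 genes, with 1803 at an unadjusted p under 0.05. The replicate block called 0 genes for it too, with 4076 at an unadjusted p under 0.05. If replicates 2 and 3 of a group share an animal or a preparation, part of the 2904 may be the difference between single animals. A difference of the mutation's effect between progenitors and myeloid cells stays open as a biological explanation.

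The same test called 111 TE subfamilies between LK and old Cd11b cells, and 3 of 100 splits gave as many. The limit of these splits given for genes holds here too. More intronic or nuclear RNA in LK MT libraries would raise SINE subfamilies, which lie in introns, along with LINE and LTR. The median log2 fold change of the 35 SINE subfamilies in LK cells was -0.030, but members went both ways, with 9 higher, 6 of them called, and none called lower. SINE counts per 1000 gene counts were 12.81 to 13.35 in MT and 11.46 to 12.45 in WT libraries, while LTR counts were 10.12 to 10.20 in MT and 10.53 to 11.69 in WT libraries, so more intronic or nuclear RNA may account for a part and stays open. Here too the number may depend on the replicates, since LK calls fell from 163 to 13 with replicates 2 and 3 summed and interaction calls fell to 0, with 148 at an unadjusted p under 0.05. The dependence was less than for genes, since the replicate block called 143 subfamilies in LK cells and 83 for the interaction, and fits of 2 against 2 LK libraries with replicate 1 in both groups called 31 and 37. More RNA without a poly(A) tail in LK MT libraries is a further technical explanation that stays open, described with the age comparison below. Histone genes rose by 0.54 in median, while 7SK repeats changed by 0.04. A biological difference between the cell types stays open.

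The H3K9 heterochromatin list differed between LK and old Cd11b cells by a median of -0.25. Of 100 splits, 2 gave as small a fry p, with the limit of such splits given above for genes. In LK cells alone the real split gave the smallest fry p, 1 of 10 splits, the smallest share that 3 against 3 libraries allow. Long genes were lower in LK MT cells in general. With the length and GC trend removed the LK median was -0.09 (fry p 0.000445), and 1.17% of 10000 random lists matched on expression and length had a median as low. The trend thus does not account for all of the LK value. The trend, the summed replicates and the replicate block were not tested on the difference between cell types. The length trend had opposite signs in LK and old cells (Spearman -0.47 and 0.20), so it may widen that difference. With replicates 2 and 3 summed the median in LK cells was -0.16, with an unadjusted fry p of 0.0502 and an adjusted fry p of 0.226. The replicate block gave an adjusted fry p of 0.261. An effect of the mutation on this list in LK cells and a difference between single animals cannot be told apart, because the libraries that would separate them are 2 per group once replicates 2 and 3 are read as 1.

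Between young and old Cd11b cells the MT against WT difference was not the same for 3 genes, Camkk1 (-1.57), Fam20c (-1.07) and Tmem51 (-0.84). Of 100 splits of the libraries within each age, 12 gave as many genes, so a number of 3 may arise from the grouping of libraries alone. Age coincides with library type and with sex-linked expression in this series, and an effect of either on the mutation's difference was not tested. For TE subfamilies the interaction with age called 0, with 25 at an unadjusted p under 0.05, and 48 of 100 splits gave as many of those.

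The 6 genes named for the interaction with cell type were Map1lc3a (1.07), Cd9 (0.49), Rpl35 (0.93), Tgif2 (-1.28), Nipa1 (-1.30) and Flt1 (-1.27). They share the evidence on the replicates given for the 2904 genes, and with replicates 2 and 3 summed none of the genes tested was called. Map1lc3a, Rpl35 and Tgif2 lie on chromosome 2, the chromosome of Asxl1, where a segment that differs between the MT and WT animals apart from the mutation may add to the differences. The window of genes around Asxl1 had a share of genes with small p in old Cd11b cells that 1.44% of windows reached. Its share in LK cells was reached by 5.17% of windows, which leaves the question open there.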

How the results depend on the processing

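The 4 alternatives chosen after seeing the data are the sum of replicates 2 and 3, the covariate for sex-linked expression, the removal of a length and GC trend and the entries not listed taken as 0. In each case below the cause was not tested unless stated. Of 497 comparisons of a main result with an alternative, 358 kept the direction and the side of the threshold, or a number of calls within 1.5 times, while 81 numbers of calls moved further, 41 values changed direction, 9 became weaker and 8 stronger. A number within 1.5 times does not say that the genes or their directions are shared. For single named genes and subfamilies 697 of 989 did so, 263 became weaker, 17 stronger and 12 changed direction. In every alternative run, including each fit that left out 1 library, age and cell type among WT libraries kept numbers of calls within 1.5 times, except that a 2-fold minimum called fewer genes.

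A 2-fold minimum, which by construction calls fewer, left 134 genes in LK, 7 in old, 251 for the interaction with cell type, 3581 for age and 7822 for cell type, and 13 TE subfamilies in LK, 2 in old and 16 for the interaction with cell type. RLE factors and no low-count filter moved no number of calls by over 1.5 times, and both only changed the sign of the old interferon median near 0 (-0.00061 and -0.0036). DESeq2 called 511 genes in old (223 higher, 288 lower, with all 45 of the edgeR calls among them), 20 in young and 66 for the interaction with age (31 and 35). Voom with sample weights called 8237 genes in LK, 4247 in old and 7 in young, and 273, 129 and 10 TE subfamilies. Weights can favour the near-identical replicates 2 and 3, but this was not tested. With all 19 libraries in 1 fit, 5 genes were called in young, 38 in old with the split reversed (25 higher and 13 lower, against 17 and 28, with 17 genes shared), and 21 TE subfamilies in LK and 2 in old. Genes and TE in 1 fit called 102 TE subfamilies in LK and 2 in old. With the 200 genes of smallest p as sets, the old-higher set fell to 0.08 in LK (fry adjusted p 0.0903) and 0.01 in young cells (0.720).

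TE factors from the TE counts remove any general shift of TE transcripts by construction. They gave 60 higher and 56 lower subfamilies in LK (124 and 39 with factors from gene counts), 62 and 45 for the interaction with cell type (88 and 23), 366 and 384 for age (19 and 861) and 270 and 272 for cell type (45 and 694). LINE subfamilies in LK passed the threshold (median 0.10, fry adjusted p 0.0128), and the medians of LINE in old (0.029) and LTR in young cells (0.0042) changed sign. The TE share kept its direction without haemoglobin genes and without satellite and RNA-derived entries.

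With replicates 2 and 3 of each 18-month group summed, 2 libraries per group remain. Genes called were 3 in LK, all among the 4206, 1 in old, not among the 45, 3 for the interaction with age, 1 of them shared, and 0 for the interaction with cell type, where 1803 had an unadjusted p under 0.05. TE subfamilies called were 13 in LK (12 shared) and 0 for that interaction, with 148 at an unadjusted p under 0.05. The H3K9 list in LK had a median of -0.16 (fry adjusted p 0.226). Medians near 0 changed sign for SINE in LK (0.0033) and old (-0.020) and for interferon in old cells (-0.0085). Of 73 named genes and subfamilies 51 became weaker. The self-test ran with 3 libraries per group, so fewer libraries and a shared animal are both possible reasons for the loss of calls. Removing the length and GC trend gave 125 genes in old (44 higher, 81 lower, 39 shared with the 45), took the call from 10 named genes, namely Asxl1 (-0.069), Ehmt1 (-0.033), Kit (-0.13), Wiz (-0.087), Tnf (0.197), Cd14 (0.73), Itgb2l (1.85), Gm5424 (-4.44) and Gm5506 (-2.04) in LK and Gm10052 (-0.71) in old cells, made Ccl5 in old cells stronger (0.85) and changed the sign of Ddx3y in old cells (-0.0017). The sex covariate called 7 genes and 2 TE subfamilies in young cells (976 and 37 at an unadjusted p under 0.05) and changed the sign of the LINE median there (-0.036). Entries not listed taken as 0 moved no number of calls by over 1.5 times.

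The counts showed no clear pairing of MT with WT samples by replicate number within a cell set, but cannot exclude it. Groups are small, and deviations of their libraries from the group mean depend on each other. Deviations of same-numbered MT and WT libraries from their group means were correlated across genes, for numbers 1 to 3. The correlations were 0.46, 0.19 and -0.30 in young, -0.12, 0.05 and -0.05 in old and -0.34, -0.11 and -0.12 in LK cells. Same-numbered LK and old Cd11b libraries of one genotype were not compared. Fits across cell types treat them as independent, and whether they share an animal is not known. A fit with the replicate block called 3 genes in LK, 0 in old (1656 at an unadjusted p under 0.05), 16 in young, 28 for the interaction with age (9 and 19) and 0 for that with cell type (4076 at an unadjusted p under 0.05), and 143 TE subfamilies in LK, 83 for the interaction with cell type and 1 TE subfamily for the interaction with age. The block gave the H3K9 list in LK a median of -0.18 (fry adjusted p 0.261). It changed signs in young cells for Itgam (0.031), the medians of DNA (0.11), LTR (0.12) and SINE (0.098) and the TE share (10.7). It changed no other call of a main result. Of 80 named genes and subfamilies 42 became weaker with the block.

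Fits that each left out 1 library gave the following ranges of genes called: 983 to 5569 in LK (lowest without WT replicate 2, highest without WT replicate 1), 0 to 1819 in old (0 without MT replicate 2 or 3, with 1209 and 1278 at an unadjusted p under 0.05, and 1819 without WT replicate 1), 0 to 1 in young, 0 to 39 for the interaction with age and 1129 to 4168 for that with cell type. TE subfamilies ran from 41 to 262 in LK, 0 to 134 in old, 0 to 1 in young, 0 to 1 for the interaction with age and 53 to 174 for that with cell type. For genes in LK, in old and for the interaction with cell type, leaving out a replicate 1 raised the number in each case and leaving out a replicate 2 or 3 lowered it in each case.

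Over the same fits the H3K9 median in LK ran from -0.25 to -0.17, weaker in 5 of 6. Inflammatory medians ran from 0.072 to 0.12 in LK, 0.19 to 0.31 in old and -0.35 to -0.047 in young cells. Interferon medians ran from -0.088 to 0.12 in LK, -0.080 to 0.087 in old and -0.21 to -0.017 in young cells. In LK cells LINE ran from 0.095 to 0.20, LTR from 0.071 to 0.10 and DNA from -0.13 (fry adjusted p 0.0119 without WT replicate 1) to 0.011. In old cells DNA ran from -0.0044 to 0.17, LINE from -0.029 to 0.033 and SINE from -0.025 to 0.080, and SINE and DNA passed without WT replicate 1 (fry adjusted p 0.04285 for each). In young cells DNA ran from -0.19 to 0.10, LINE from -0.14 to 0.16, LTR from -0.13 to 0.12 and SINE from -0.18 to 0.099, each highest without WT replicate 4 and lowest without MT replicate 3. The TE share difference ran from -12.1 to 10.7 in young, -0.61 to 0.90 in old and 0.10 to 1.12 in LK cells (lowest without WT replicate 1, highest without WT replicate 2). Single genes that changed direction were Asxl1 in old (-0.037 to 0.026), Ehmt1 in young (-0.0069 to 0.065), Itgam in old (-0.025 to 0.026) and young (-0.073 to 0.030), Kit in old (-0.069 to 0.015) and Xist in young cells (-0.64 to 0.41).

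Depth was tested for genes in LK cells only, where thinning all libraries to the smallest total left 3934 genes called. Libraries held 26251822 to 68260809 gene counts. For the other comparisons and for TE subfamilies, some of which rest on few counts (L1MEi on 18 to 60 in old WT and LTR50 on 20 to 41 in LK WT libraries), the effect of depth was not tested. The number of independent libraries sets a limit too, since 3 against 3 allow no exact permutation p under 0.1 for the TE share and no share of splits under 0.1.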

Other observations

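In this part, the tests on windows around Asxl1, on pairs of replicates, on immediate early genes, on nuclear retained RNAs, on RNA without a poly(A) tail between MT and WT libraries and on the set of old cells without chromosome 2 were chosen only after the result was seen. For 4 tests close to their threshold or resting on few genes (the window in LK cells, the H3K9 list with replicates summed, the nuclear RNAs and the old set without the window), the reading was changed to undecided after the value was seen.

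Other splits of the same libraries were fitted to see how often the grouping alone gives as many genes or subfamilies. Among 18-month libraries, splits that part replicates 2 and 3 of a group can lose calls for that reason alone. In young Cd11b cells 18 of 35 splits gave at least the 444 genes at an unadjusted p under 0.05, and 24 of 35 at least the 6 TE subfamilies. In old Cd11b cells the real split was the only 1 of 10 with as many called genes, and 3 of 10 gave as many called subfamilies. A split of the old libraries that put WT replicates 2 and 3 with MT replicate 1 called 23 genes, with 2739 at an unadjusted p under 0.05, more than the 2230 of the real split. That split keeps replicates 2 and 3 together, as the real one does. In LK cells the real split was the only 1 of 10 for genes and the only 1 of 10 for subfamilies, and a split of the same type called 2 genes, with 2547 at an unadjusted p under 0.05. With 3 against 3 libraries no share under 0.1 is possible. Among WT libraries, 1 of 35 splits gave as many genes and 1 of 35 as many subfamilies between the ages, and 1 of 10 each between the cell types.

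Over genes, replicates 2 and 3 of each 18-month group were closer to each other than any other pair. Over TE subfamilies their chi-square per degree of freedom was 2.31 to 7.09. That range overlapped the 4.81 to 30.8 of the 18-month pairs with replicate 1. Over genes the chi-square of replicates 2 and 3 was at least 3.02, above sampling noise, which argues against 1 library present under both numbers. The largest median squared deviation among these 4 pairs was 1.80 times sampling noise. Libraries of 1 animal or pool, libraries prepared together, and close litter mates cannot be told apart from the counts alone. The consequence was simulated. With no genotype effect and with replicates 2 and 3 drawn from 1 animal, 20 simulated LK sets gave a median of 37.5 called genes and at most 114, and with 3 separate animals a median of 0 and at most 2. The 4206 genes called in LK cells exceed both, so the closeness of replicates alone may explain a part but did not give as many in these simulations, which draw each gene independently. Real genes deviate together, so a real difference between single animals can give more. In fits of 2 against 2 libraries, at most 6 genes were called when replicate 1 was in both groups. In LK cells 2854 and 2696 genes had an unadjusted p under 0.05 in those fits.

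Mature neutrophil markers, a list fixed in advance, were all higher in LK MT cells (11 of 11, median log2 fold change 1.74), but with a spread that left fry at an adjusted p of 0.395 over 33 tests. Mature myeloid cells among the sorted LK MT cells are a candidate explanation. Of the 50 most abundant genes at least 20-fold higher in Cd11b than in LK cells, 47 rose and 52% implied an added share within 2-fold of the median, 0.664% of the RNA (quartiles 0.238% to 1.13%). The share estimated per library was 1.76%, 2.61% and 2.58% in MT and 1.96%, 1.43% and 1.46% in WT replicates 1 to 3, so MT and WT overlap. A change of the progenitors themselves toward neutrophil genes stays open. Granule progenitor markers had a median of 0.39 (7 of 7 higher, adjusted p 0.205). As single genes all 7 were called in LK cells, over the list and over all genes, against 0 over the list and 1 over all genes of the 11 mature neutrophil markers.

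Of the other marker tests, 1 passed fry: T and NK cell genes were higher in old MT Cd11b cells (median 0.53, 7 of 9 higher, adjusted p 0.00972; camera p 0.0382). Whether such cells among the sorted old MT cells bear on the values of the inflammatory list was not tested. In old cells mature neutrophil markers had a median of -0.09 (11 of 12 lower, adjusted p 0.0526), granule progenitor markers -0.36 (adjusted p 0.193), B lineage markers 0.66 and erythroid markers 1.17, with all 11 and 9 of 10 higher (adjusted p 0.395 and 0.577). The other 6 lists had medians from -0.62 (eosinophil markers) to 0.27 (stem and progenitor markers) in old cells, with adjusted p of 0.226 or more. In LK cells cell cycle genes had a median of -0.08, mast cell and basophil markers -0.29, erythroid markers -0.12 and stem and progenitor markers -0.01 (adjusted p 0.205, 0.193, 0.226 and 0.758), and B lineage, T and NK, eosinophil, megakaryocyte and monocyte markers 0.54, 0.49, -0.16, 0.07 and 0.21 (adjusted p 0.577, 0.395, 0.772, 0.772 and 0.811). In young cells medians ran from -0.31 (eosinophil markers) to 0.12 (erythroid markers), with adjusted p of 0.226 or more. Of 11 ASXL and BAP1 partner genes tested, 6 were called in LK cells and 0 in old and young cells.

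Genes near Asxl1 on chromosome 2 were frequent among those with small p. A window of 100 genes on each side of Asxl1 (201 genes) held 3, 13 and 26 genes with p under 0.001 in young, old and LK cells. As high a share occurred in 1.42%, 1.44% and 5.17% of windows of the same number of genes along the autosomes. Of 45 genes called in old cells, 11 lay on chromosome 2 and 7 in the window. In all 3 comparisons together, 18 genes had an unadjusted p under 0.05 and the same sign, where 6.98 would be expected by chance. Of these 7 lay on chromosome 2 and 5 in the window (Ahcy, Phf20, 2900097C17Rik, Serinc3 and Pkig), and as many occurred in 1.29% of windows. Serinc3 is named after its values were seen. These shares suggest that MT and WT animals may differ in a segment around Asxl1 apart from the mutation, such as the strain background of the cells in which the allele was made. An effect of mutant ASXL1 on its neighbours is not excluded, and in LK cells the share of windows leaves the question open. Sequence of the segment was not analysed here.

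The genes higher in old MT cells were also higher as a set in young MT cells (fry p 0.000802, the smallest of 35 splits, 1 of 35) and in LK MT cells, where the real split was 1 of 10. The camera test, which sets the set against the other genes, gave p 0.00259 in young but 0.399 in LK cells. Part of this may come from the segment around Asxl1: 3 of the 17 genes lie in the window, and without them the fry p in young cells was 0.00936 (median 0.12, 8 of 14 higher). Without the 5 genes on chromosome 2 it was 0.0919 (median 0.02, 6 of 12 higher). With 12 genes left, a shared effect of the mutation on other chromosomes can neither be told from 0 nor excluded.

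Gm6334, a predicted gene, had counts in 8 of 9 MT and 0 of 10 WT libraries. The exception was young MT replicate 3, with 0 counts where 11.6 would be expected from the other young MT libraries (chance of 0 at that rate 9.47e-06). A library with the wrong genotype label might do this. Over the 7 genes of the Asxl1 window called in old cells, however, this library had a signed mean log2 level of 0.192, beside 0.180 and 0.183 in the other young MT libraries and -0.07 at most in young WT libraries, which argues against a wrong label. Why Gm6334 has counts in MT libraries was not tested, and a predicted gene can collect reads of a related sequence.

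Immediate early genes, which react within minutes to handling and to signals, were higher in LK MT cells. The 14 members that had not been looked at before had a median of 0.43, with 13 higher (fry p 6.12e-06, adjusted 3.67e-05 over 6 tests, camera p 0.01). The medians were 0.29 in old (adjusted p 0.0531) and -0.23 in young cells (adjusted p 0.139). Handling before lysis and a response to the mutation may both give this and cannot be told apart, because no time or batch is given. Nuclear retained RNAs, again only members not looked at before, had a median of 0.07 in LK cells (5 of 7 higher, fry p 0.0354, adjusted 0.0708). In old and young cells that list had medians of -0.02 and 0.10 (adjusted p 0.436 and 0.707). Malat1, another nuclear RNA, was chosen after its values were seen. It was higher in LK MT (528.6 to 585.5 CPM without TMM factors) than in LK WT libraries (394.4 to 425.4). Its MT and WT values overlapped in old cells (674.4 to 790.3 against 531.0 to 740.4) and in young cells. Malat1 is 1 gene, but its LK values go with more nuclear RNA in LK MT libraries, which stays open.

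The fall of TE counts from young to old Cd11b libraries may come from library type. Histone genes that depend on replication, whose RNA has no poly(A) tail, fell by 6.82 on the log2 scale in median, and 61 of 62 were lower. Rn7sk, another RNA without a poly(A) tail, fell by 13.06. These changes are what a poly(A) selection of the 18-month libraries would give, while TE transcripts in introns would fall with it. Age and library type cannot be told apart for TE counts in this series, and a real change with age stays open. MT and WT libraries of the same age are compared within a library type, but LK MT libraries held more of some RNA of this kind. The TE counts of 7SK repeats did not rise with it (4.15 CPM in LK WT and 4.28 in LK MT libraries, log2 fold change 0.04, edgeR adjusted p 0.877). The histone genes had a median of 0.54 in LK cells (60 of 61 higher, 19 called; fry adjusted p 0.0176 over 3 tests, camera p 0.118), Rn7sk rose by 1.24 (edgeR adjusted p 0.0092) and Rn45s by 0.68 (0.0178). In old cells the histone median was 0.32 (52 of 58 higher, fry adjusted p 0.121) and in young cells -0.12 (3 of 65 higher, 0.180), while Rn7sk and Rn45s had negative values in both and were not called. Carry-over of such RNA and a change of the cells, such as in the cell cycle, may both give the LK values and cannot be told apart, because carry-over would coincide with genotype here.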
